# Transcriptomic profiling of sesame during waterlogging and recovery

**DOI:** 10.1038/s41597-019-0226-z

**Published:** 2019-10-15

**Authors:** Komivi Dossa, Jun You, Linhai Wang, Yanxin Zhang, Donghua Li, Rong Zhou, Jingyin Yu, Xin Wei, Xiaodong Zhu, Shiyang Jiang, Yuan Gao, Marie A. Mmadi, Xiurong Zhang

**Keywords:** Transcriptomics, High-throughput screening, Flooding, RNA sequencing

## Abstract

Sesame is naturally adapted to arid environments but highly susceptible to waterlogging stress. A few hours of waterlogging (lasting over 36 h) are detrimental to the crop growth, yield and survival. To better understand the molecular mechanisms underlying sesame responses to waterlogging and recovery, it is essential to design a high-resolution time-series experiment. In this study, we reported the RNA-seq profiling of two contrasting genotypes under waterlogging and recovery. The plants were grown in pots and subjected to waterlogging treatment at the flowering stage for 36 h and subsequently, 12 h drainage. Root samples were collected in triplicate at 22 time points under waterlogging/drainage treatments and at 10 time points in the control condition. This represents a total of 195 biological samples and the RNA-seq yielded over eight billion reads. Basic data analyses demonstrated a clear separation of transcriptomes from control, waterlogging and drainage treatments. Overall, the generated high-quality and comprehensive RNA-seq resources will undoubtedly advance our understanding of waterlogging/drainage responses in a non-model sensitive crop.

## Abstract (summary)

**Table:** 

Measurement(s)	transcription profiling assay • gene expression data
Technology Type(s)	RNA sequencing
Factor Type(s)	sampling time point • experimental condition
Sample Characteristic - Organism	Sesamum indicum

Machine-accessible metadata file describing the reported data: 10.6084/m9.figshare.9882866

## Background & Summary

With the recent surge in flooding events in many regions of the world, waterlogging has become a serious problem for agricultural production^1^. Soil waterlogging leads to hypoxia, high CO_2_ in the root zone and slows down photosynthesis, which ultimately impairs normal crop growth and yields. Like most of typical dryland crops, sesame (*Sesamum indicum* L.) is highly sensitive to waterlogging stress^2^. Waterlogging occurring in several sesame growing areas in Asia and Africa engenders catastrophic economic loss for smallholders. According to Sun *et al*.^3^, most of the sesame cultivars hardly survive over 36 h of waterlogging in the fields. Previous studies that analyzed sesame transcriptional responses to waterlogging and drainage were conducted with limited temporal resolution^4,5^, hence, the architecture and dynamics of the waterlogging/recovery gene regulatory network are yet to be elucidated. The present study generated high-quality and high-resolution time series RNA sequencing data (195 RNA-seq in total) from root of two contrasting sesame cultivars (ZZM2541 and Ezhi-2) during the waterlogging and recovery stages. We believe that these precious resources from a non-model crop will help unlock novel genes-pathways-mechanisms modulating waterlogging/drainage responses and assist in crop improvement strategies.

## Methods

### Plant materials and stress treatment

Two genotypes of sesame (*Sesamum indicum* L.) were obtained from the China National Genebank, Oil Crops Research Institute, Chinese Academy of Agricultural Sciences and used in this experiment. The genotype ZZM2541 (R2G) displays a strong tolerance to waterlogging stress while Ezhi No. 2 (EG) is highly susceptible as demonstrated by Wei *et al*.^2^. The experiment was conducted in a greenhouse as described by Wang *et al*.^5^ and Dossa *et al*.^6^. Plants were grown in pots (25 cm diameter and 30 cm depth) containing 7 Kg of loam soil mixed with 10% compound fertilizer. The plants were irrigated every 3 days and the soil volumetric water content (vwc) was maintained at ~35%. A pot tray was placed under each pot to avoid water loss. A completely randomized blocking design with 3 replicates was employed. 15 days after the initiation of flowering, half of the pots were waterlogged by standing in a plastic bucket filled with tap water up to 3 cm above the soil surface. Each pot contains 3 seedlings, which were maintained waterlogged for 36 h and afterwards, pots were drained to allow plants to recover for 12 h (vwc = ~35%). In parallel, half of the pots were kept under normal growth conditions (vwc = ~35%) during the whole experiment. Root samples were collected from a single plant/pot from the three replicated pots (3 biological replicates) in the stress and control treatments at the different time points following the flowchart presented in Fig. 1. After 48 h treatment, several EG plants were dead while few survived. We therefore sampled separately both dead (EG-48-W) and survived (EG-48) EG plants. In total, 195 root samples were collected and snap frozen in liquid nitrogen for follow-up analyses (Sample information for the study) available at figshare^7^.

**Fig. 1:**
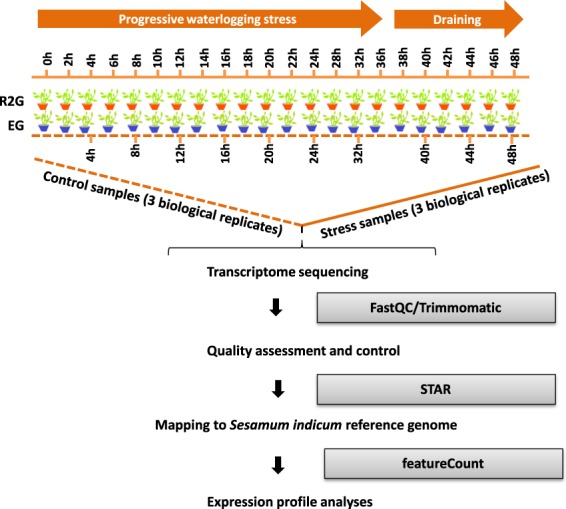
Flowchart of experimental design of this study. A high-resolution temporal waterlogging/drainage treatment was used to capture the gene expression changes in roots of two *S*. *indicum* genotypes (EG and R2G). The untreated plants were used as controls. Three biological replicates per condition were sampled for transcriptome sequencing. All raw reads were quality controlled prior to aligning to *S*. *indicum* reference genome (v1.0). The uniquely aligned reads were employed for expression profile analyses.

### RNA extraction, library preparation and RNA sequencing

Total RNA was extracted from 195 root samples using the TRIzol reagent (Invitrogen), and treated with DNase I and Oligo (dT) to isolate mRNAs. The concentration and quality were determined using an ultraviolet spectrophotometer and 2% denaturing agarose gels. The cDNA was synthesized using the mRNA fragments as templates. The short fragments (~300 bp) were ligated with adapters and the suitable fragments were selected for PCR amplification. The libraries were paired-end sequenced using the Illumina platform Hiseq 2500^8^.

### RNA-seq data processing

The program FastQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/) was employed to determine the base quality of the raw reads (in FASTQ format) and we removed the paired-end reads containing more than 5% ambiguous residues (Ns) and those containing >10% bases with a Phred quality score of 10 (Fig. 2). Then, the raw reads were trimmed using Trimmomatic, version 0.32^9^. After cleaning and quality reassessment with FastQC, approximately 31.6–56.8 million high-quality reads of 90-bp length remained in each sample (Quality check report of 195 sesame transcriptomes under control, waterlogging and drainage treatments) available at figshare^7^. The high-quality reads were mapped to the sesame (*Sesamum indicum* L.) reference genome v1.0 (http://ocri-genomics.org/Sinbase/login.htm)^10^ using the STAR software^11^, allowing no more than one mis-match in the alignment. Approximately, 88.9–97.4% of the clean reads were uniquely mapped to the reference genome, with 94.3–98.6% of them uniquely mapped to the genic regions (Statistics of the clean read mapping) available at figshare^7^. Using the featureCount package^12^, the gene expression levels were calculated based on the number of unique matched reads to the sesame genome v1.0^10^ and were normalized to Transcripts Per Million (TPM).

**Fig. 2:**
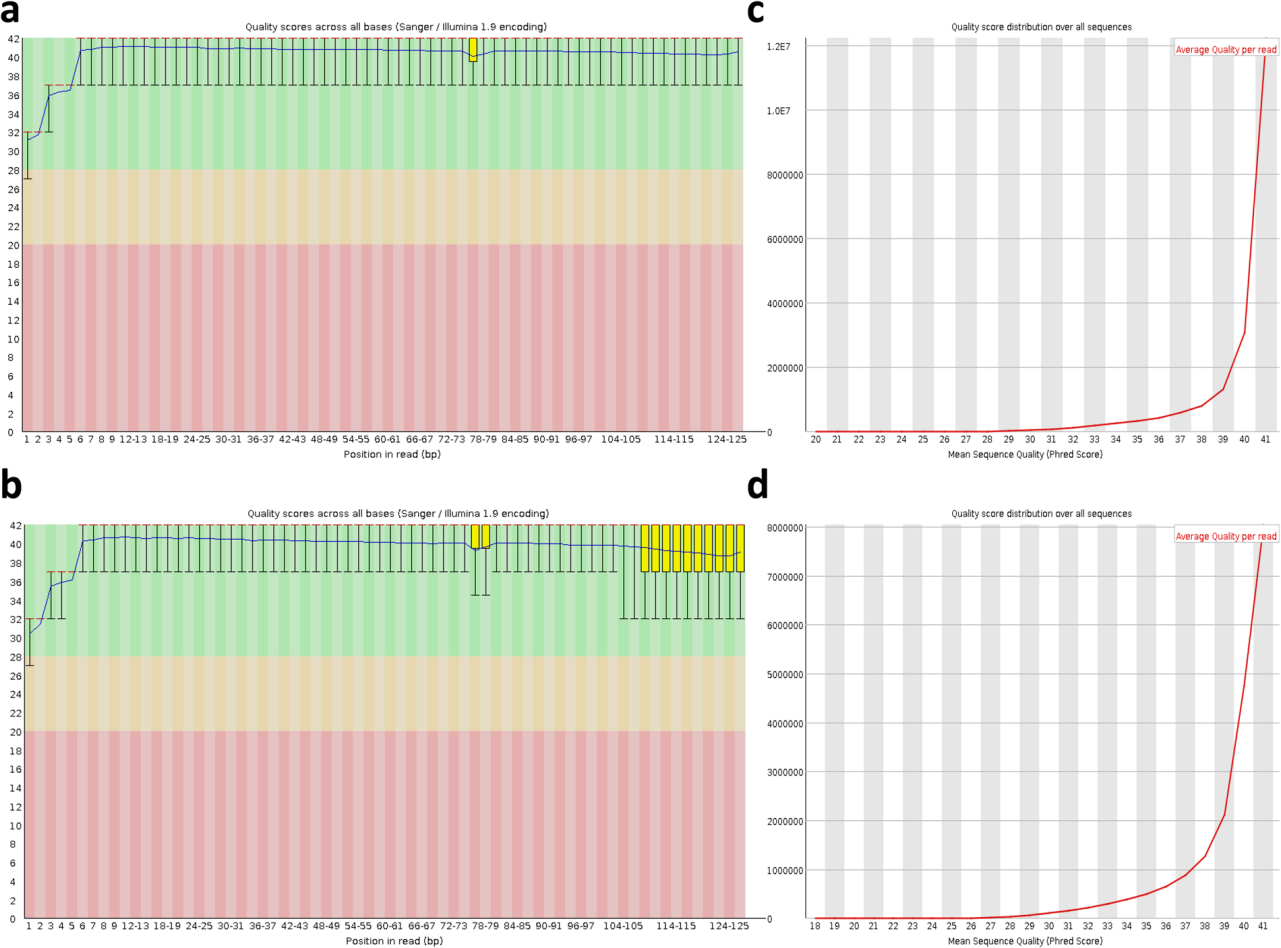
RNA sequencing quality details. An example of the FastQC report illustrating the average quality scores across all bases of the paired-end datasets for the sample CK_EG_12_rep1 (SRR8490161). (**a**,**b**) Phred quality scores for each nucleotide position are represented as a box and whisker plot. The central red line is the median value. The yellow box represents the inter-quartile range (25–75%). The upper and lower whiskers represent the 10 and 90% points. The blue line represents the mean quality. (**c**,**d**) Average quality per read along the reads.

## Data Records

The RNA-seq raw data of the 195 samples are deposited to the National Center for Biotechnology Information (NCBI) Sequence Read Archive (SRA) under the accession SRP181800^13^. The gene expression data of the 195 RNA-seq samples are deposited to the Gene Expression Omnibus under the accession GSE133186^14^. Supplementary files accompanying this manuscript have been deposited to figshare^7^.

## Technical Validation

### Quality control

In this project, a total of 195 RNA libraries were prepared and sequenced generating over 8 billion raw reads (Quality check report of 195 sesame transcriptomes under control, waterlogging and drainage treatments) available at figshare^7^. 

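The 195 root samples made up 65 conditions with 3 biological replicates each, every replicate taken from another pot. In each genotype, 30 samples came from the control at 4, 8, 12, 16, 20, 24, 32, 40, 44 and 48 h and 45 from waterlogging, every 2 h from 2 to 24 h and then at 28, 32 and 36 h. Another 3 samples per genotype were taken at 0 h. These are placed in the waterlogging series by the paper and marked as controls in the sample labels. The drainage phase at 38, 40, 42, 44, 46 and 48 h gave 18 samples of R2G and 21 of EG, of which 3 were from the plants that the paper calls dead at 48 h and the sample labels call wilting. The deposited table holds one TPM value per gene and sample for 20271 genes, without read counts. TPM keeps no record of depth, so the depth behind each value is unknown here beyond the range of clean reads per sample given in Methods. The deposited values of a sample summed to between 999096 and 999827, with a median of 999702, and 1.61% of all values were 0. The median number of genes with at least 1 TPM per sample was 18284.5 in EG control, 16477 in EG waterlogging, 18349.5 in R2G control and 16514 in R2G waterlogging. Pearson's correlation between replicates, averaged within each condition, had a median of 0.969 over the 65 conditions on TPM and 0.979 on log2(TPM + 1). The least similar pair of replicates was from EG at 28 h of waterlogging, with a correlation of 0.785 on TPM. For tests of differential expression, the 18178 genes with a mean TPM of at least 1 over all samples were analysed with limma on log2(TPM + 1). A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change of at least 1. Fold changes on this scale understate the change of genes with low TPM.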

By applying FastQC to the whole dataset, we successfully obtained high quality clean data with 97% of bases scoring Q30 and above (Fig. 2). Approximately, 98% of reads could be uniquely mapped to the reference genome of *S*. *indicum*.

### Basic analysis of RNA-seq data

A heatmap for cluster relationships among the samples representing Pearson distance was generated with the TPM values using the R package ‘*Pheatmap*’ v.1.0.12 (https://cran.r-project.org/web/packages/pheatmap/index.html) (Fig. 3). It could be observed that samples from the control conditions (CK) and those from the stress treatments formed distinct groups. 

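Between waterlogging and the control of the same time point, averaged over 7 time points and both genotypes (42 against 42 samples), 4361 of 18178 genes were called by limma, of which 407 rose and 3954 fell. The median log2 fold change over all tested genes was -0.38 as deposited and -0.05 after each sample was scaled by its median ratio to the mean profile. Under that scaling 961 genes rose and 2567 fell. A pseudocount of 0.1 in place of 1 moved the number of calls most, to 5585. Between drainage and its control at 40, 44 and 48 h (18 against 18 samples), 2184 genes were called, of which 424 rose and 1760 fell. Of these, 1615 were also called under waterlogging in the same direction and 14 in the opposite direction. Among called genes that moved the same way in all 14 comparisons of waterlogging with control, 200 rose and 2822 fell. The 2 largest rises among them were those of LOC105164801 and LOC105171585, whose order changed when replicate 2 or 3 was left out. LOC105164801 is a protein-coding gene on linkage group 6 of genome v1.0 from 17532533 to 17534400. Its TPM was 199 ± 126 (SD, n = 42) under waterlogging and 21.8 ± 24.1 (SD, n = 42) in control, a log2 fold change of 3.46 (standard error 0.19, adjusted p = 5.2e-38 from limma). LOC105171585, on linkage group 10 from 722385 to 723820, rose from 512 ± 503 TPM (SD, n = 42) to 3886 ± 1154 TPM (SD, n = 42), with a log2 fold change of 3.43 (standard error 0.13, adjusted p = 5.5e-55 from limma). The largest fall was that of LOC105177883, on linkage group 15 from 4763064 to 4764876, from 278 ± 163 TPM (SD, n = 42) to 5.93 ± 8.43 TPM (SD, n = 42). Its log2 fold change was -5.77 (standard error 0.14, adjusted p = 4.4e-76 from limma). LOC105156613, on linkage group 2 from 17762849 to 17765569, fell from 492 ± 271 TPM (SD, n = 42) to 19.1 ± 19.4 TPM (SD, n = 42), with a log2 fold change of -5.11 (standard error 0.10, adjusted p = 3.4e-85 from limma). These SDs span time points and genotypes as well as replicates. In drainage the log2 fold changes of the same genes, in this order, were 3.18, 2.21, -4.69 and -1.53, all called. The changes of all 4 genes are far larger than the shift of the median.

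**Figure D1:**
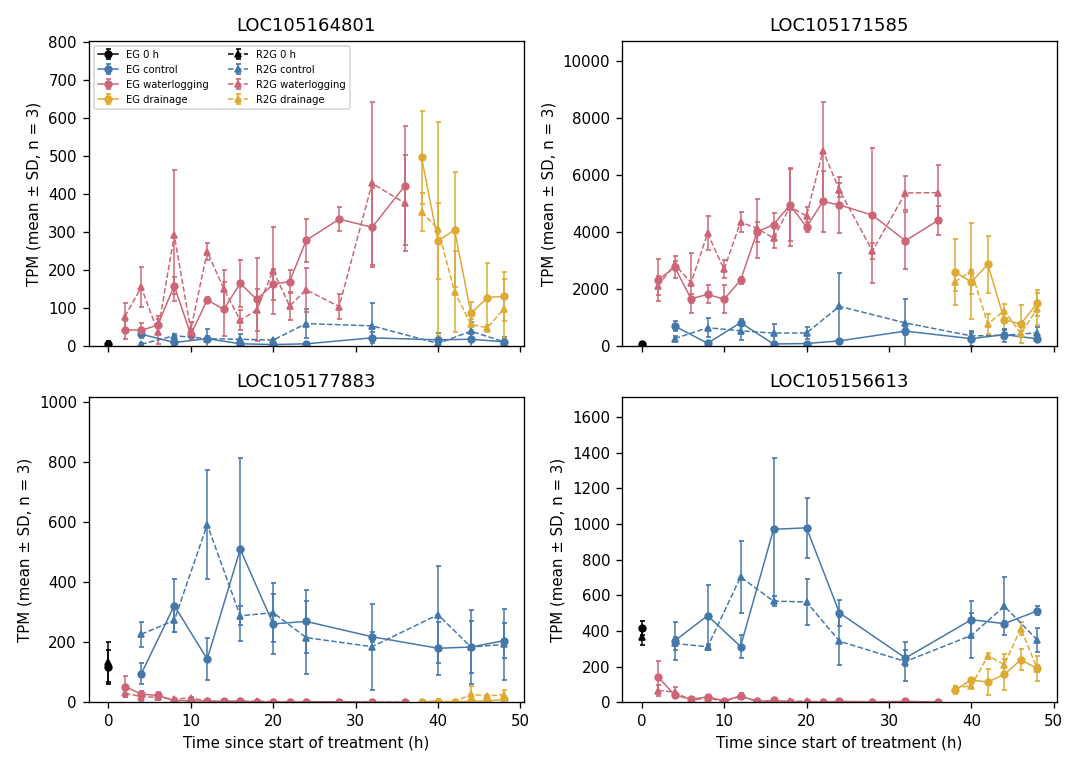
TPM of the 4 genes (mean ± SD, n = 3) against the time since the start of treatment in h, for EG (circles, solid lines) and R2G (triangles, dashed lines) at 0 h, in control, waterlogging and drainage. LOC105177883 and LOC105156613 stay near the bottom of their axes from 6 to 36 h of waterlogging.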

To further assess sample relationships and the time-course expression patterns, we implemented the tsne reduction scatter plot, which is a non-linear dimensionality reduction method for embedding high dimensional data into a low-dimensional space^15^. The analysis was performed with the R package ‘*tsne’* v.0.1–3. 

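On log2(TPM + 1), the most correlated sample of another condition was of the same phase for 195 of 195 samples, with 0 h counted as waterlogging. It was of the same genotype for 44 of 60 control samples, 66 of 96 waterlogging samples and 31 of 39 drainage samples. When samples of the same time point were excluded, an alternative chosen after the data were seen, 187 of 195 samples kept a closest sample of their own phase. The 8 others were samples from 0 h and from 32 h of waterlogging. In a t-SNE map in 2 dimensions computed from the same values, 194 of 195 samples had their nearest neighbour of another condition in their own phase. The correlation of mean TPM was higher within phases than between them by 0.0497 on average over the 65 conditions (permutation test, one-sided, p = 1e-05, the smallest p that 100000 permutations can give). The permutations exchange conditions freely, although they form time series and the drainage conditions are adjacent in time. Likeness between neighbouring time points could raise the difference by itself, so this p does not single out an effect of phase. Drainage conditions correlated on TPM with control conditions at 0.856 ± 0.049 (SD, 260 pairs) and with waterlogging conditions at 0.842 ± 0.058 (SD, 390 pairs). The difference is smaller than either SD, and on log2(TPM + 1) the order reversed, at 0.901 and 0.903. The effects of waterlogging and drainage, each against its own control, differed for 3007 genes by limma, with 2668 higher and 339 lower in drainage. After median-ratio scaling these were 1341 and 855 genes, as the median difference over all genes moved from 0.30 to -0.03 on the log2 scale.

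**Figure D2:**
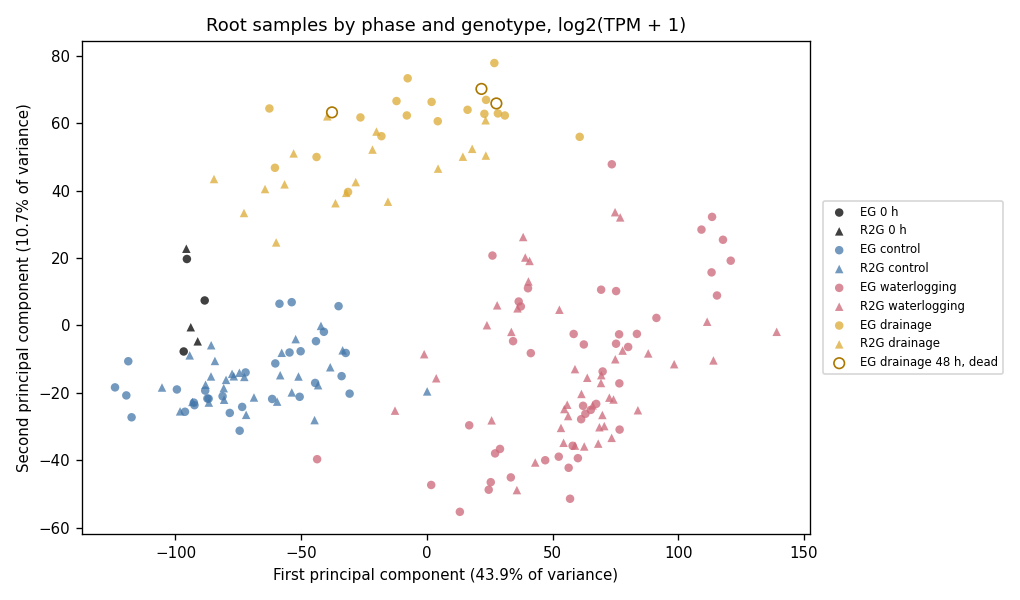
The first and second principal components of log2(TPM + 1), with 43.9% and 10.7% of the variance, for the 195 samples coloured by phase, with circles for EG and triangles for R2G. Open circles are the 3 EG samples from dead plants. Most control samples have negative and most waterlogging samples positive first components, and the drainage samples lie at high second components.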

The results showed a clear separation between samples from control (CK), waterlogging treatment (0-36 h) and drainage phase (36–48 h) (Fig. 4). In addition, the difference between the two contrasting genotypes used in this study could be observed through their differential gene expression during the waterlogging treatment.

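Averaged over the 15 waterlogging time points from 2 to 36 h (45 against 45 samples), 181 genes were called between EG and R2G, 106 higher in EG and 75 higher in R2G. Of these, 147 differed in the same direction at all 15 time points. In the control (30 against 30 samples), 161 genes were called, 87 higher in EG and 74 higher in R2G. Without replicate 1, 2 or 3 these numbers were 99 and 73, 103 and 72, and 86 and 95. The lists of 181 and 161 genes shared 87 genes, each in the same direction. Only under waterlogging 94 genes were called, and only in control 74. A call in one list and not in the other does not show a difference between the conditions. That difference was tested as an interaction over the 7 time points with control samples, and 184 genes were called, of which 111 had the higher value of the waterlogging effect in EG and 73 in R2G. This balance is not stable, as the numbers were 65 and 64 without replicate 1, 74 and 83 without replicate 2 and 119 and 78 without replicate 3. A pseudocount of 0.1 in place of 1 moved the 3 totals most, to 304, 255 and 367 genes. Without the threshold on fold change, 8167, 4142 and 2424 genes had an adjusted p under 0.05 by limma, in the same order. Most of these differences averaged under 1 on the log2 scale, so the totals depend strongly on that threshold. At single time points, with one estimate of spread over all 195 samples, from 167 genes at 20 h to 2671 at 4 h were called between the genotypes under waterlogging. In control the range was from 119 genes at 40 h to 972 at 16 h. Waterlogging samples at 6, 10, 14, 18 and 22 h, which have no control samples, appeared to differ from those at 4, 8, 12, 16, 20 and 24 h, by 639 genes in EG and 763 in R2G. Among 100 choices of 5 of these 11 time points, 7 in EG and 2 in R2G gave as many, the real one included. After this was seen, the comparison was repeated within the time points with and without control samples. It called 167 genes over the 7 time points with control samples and 193 over the 8 without, of which 139 were shared. The genotype labels were checked with the 27 genes that had an absolute log2 fold change of at least 2 between EG and R2G in control. Every sample outside the control was closest to the control mean of their own genotype.

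**Figure D3:**
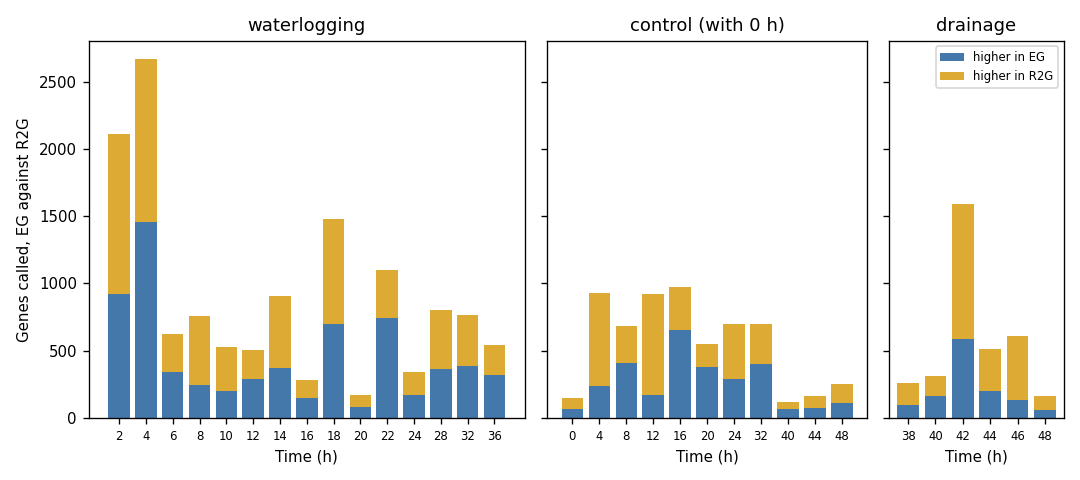
Number of genes called by limma between EG and R2G (3 against 3 samples) at each time in h, in waterlogging, in control with 0 h, and in drainage; the colours give the genotype with the higher value. The bar at 4 h of waterlogging is the highest, with 1454 genes higher in EG and 1217 higher in R2G.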

**Fig. 3:**
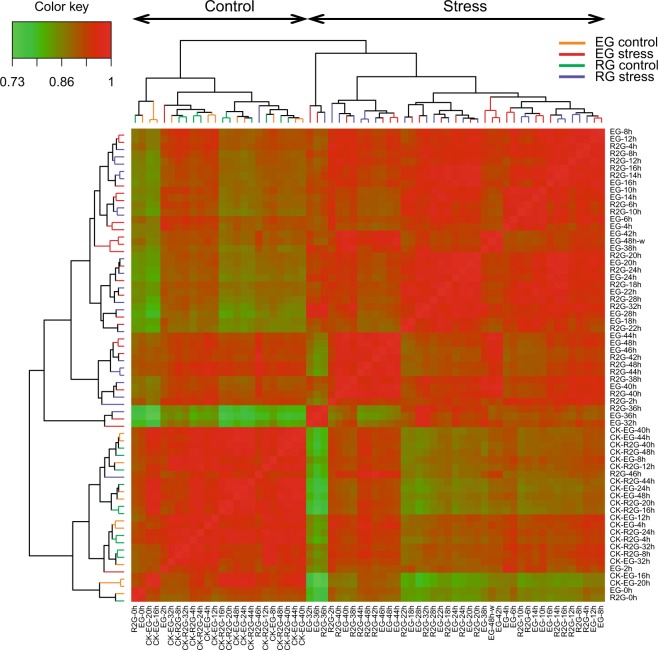
Heatmap clustering of the transcriptome data. Correlations were estimated using the Pearson correlation coefficient based on TPM values. In total two main groups of samples were obtained, including control and stressed samples.

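The mean TPM profiles of the 65 conditions were clustered here on 1 minus Pearson's correlation with complete linkage, the linkage that pheatmap uses unless told otherwise. Cut into 2 clusters, the tree held 25 conditions in one and 40 in the other. All 20 control conditions were in the cluster of 25, together with 5 conditions from the stress series, which were EG and R2G at 0 h, EG at 46 h and R2G at 42 and 46 h. The average correlation between control conditions was 0.934 ± 0.032 (SD, 190 pairs), and between control and waterlogging conditions 0.828 ± 0.050 (SD, 600 pairs). The 0 h conditions had a mean correlation of 0.804 with control conditions and of 0.660 with waterlogging conditions. The lowest of all correlations, 0.582, was between R2G at 0 h and R2G at 22 h of waterlogging. The composition of the clusters was not stable, with 32 conditions in the cluster of the other treatment when replicate 3 was left out. The number was 22 when replicate 1 or 2 was left out, with average linkage, or with Euclidean distance. In each setting with 22, the clusters held 2 and 63 conditions, so control and stress were not parted. From the grouping of these correlations the paper describes a control group and a stress group.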

**Fig. 4:**
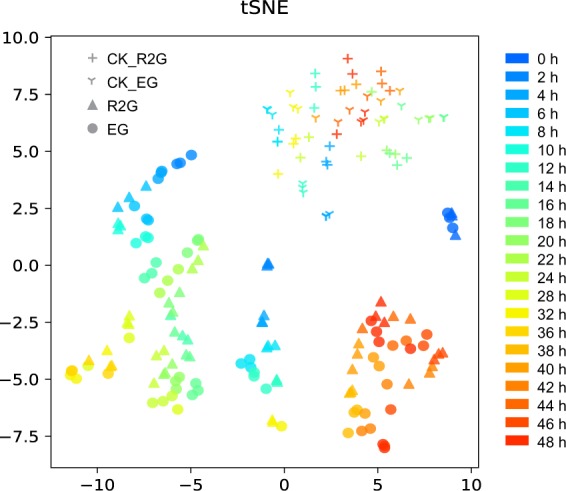
Tsne scatter plot of the samples. The plot depicts the clustering patterns of the samples according to the genotypes and stress treatments. In the diagram, the transverse ordinates represent the first and second principal components; the symbols in the graph represent the samples, and the different colors represent the time points of sampling.

## Usage Notes

This study generated dense and high-resolution gene expression data under waterlogging stress-drainage in a non-model crop. In contrast to many experimental designs relating to temporal transcriptome profiling under stress which set the beginning of the stress application as the control, in the present project, we collected samples at different time points under the control condition. 

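Expression in the control changed over the course of the experiment. In an F test by limma across 0 h and the 10 control time points (33 samples per genotype), 9936 genes were called in EG and 9052 in R2G, with a range of time-point means of at least 1 on the log2 scale. Without 0 h, an alternative chosen after the data were seen, the numbers were 8125 and 5626. Against 0 h, the control samples of a single time point gave between 2321 and 4571 called genes in EG and between 2852 and 4508 in R2G (3 against 3 samples).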

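Stress samples of EG and R2G at the 10 time points with control samples were compared by limma (3 against 3 samples) with the control of the same time point and, for the same stress samples, with 0 h. Summed over the 20 comparisons, 85577 calls were made against the control of the same time point, 13874 up and 71703 down, and 135107 against 0 h, 24888 up and 110219 down. After median-ratio scaling the calls were 25353 up and 51755 down against the control of the same time point, and 47332 up and 62366 down against 0 h. The number against 0 h was higher in 20 of the 20 comparisons as deposited and in 18 of them after median-ratio scaling. A median of 72.8% of the calls against the control of the same time point were also made against 0 h in the same direction. In the other direction, a median of 43.2% of the calls against 0 h, from 12.7% to 73.7%, were also made against the control of the same time point. Of the calls made only against 0 h, a median of 47.0%, from 31.6% to 68.1%, were also made between the untreated control of that time point and 0 h in the same direction. Those comparisons share the 0 h samples, and leaving out calls also made against the control favours such overlap. The other overlaps share the stress samples. No shares without a change were computed, so no conclusion is drawn from them. The 12.7% was from R2G at 48 h, where 864 genes were called against the control and 3844 against 0 h. With a spread shared by all samples these were 1315 and 4036 genes.

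**Figure D4:**
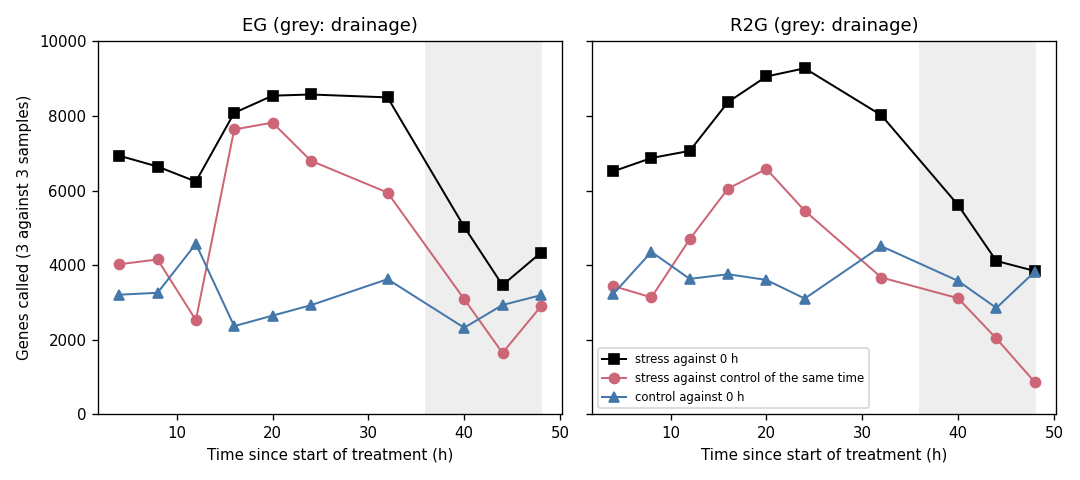
Number of genes called by limma (3 against 3 samples) against the time since the start of treatment in h, for EG and R2G and values as deposited, with stress samples set against 0 h (squares) or against the control of the same time (circles), and control samples set against 0 h (triangles). The squares lie above the circles at each time point, and the triangles stay between 2321 and 4571 genes.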

Comparing expression data from samples harvested at the same time point under stress and control conditions will provide more accurate differential gene expression records. 

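At the 9 time points from 8 h on that have a control of their own, the stress samples were also compared with the control of the time point before. These 18 comparisons gave 80041 calls by limma, 13475 up and 66566 down, and after median-ratio scaling 24278 up and 48070 down. A median of 73.7% of the calls against the control of the same time point, from 42.0% to 92.7%, were also made against the previous one in the same direction. Of the calls against the previous control, a median of 72.4%, from 32.9% to 88.3%, were also made against the control of the same time point. These comparisons share the stress samples, which favours such overlap. The previous control lay further back here than for many time points without a control of their own, such as 10 h after 8 h. For samples at 32 h it was that of 24 h, and for 40 h that of 32 h. Time points without a control of their own, for which the paper proposes the previous control, could not be tested this way. The shares therefore do not measure how well that baseline serves there. Consecutive control time points differed from each other by between 0 and 3461 genes in EG and between 0 and 1479 in R2G. The low end in EG depends on the estimate of spread. From 32 to 40 h it was 1 gene, but 1003 with a spread shared by all samples. From 40 to 44 h it was 0 and 12 genes in the same order. The largest step was from 12 to 16 h in EG, where the same step in R2G gave 504 genes.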

Concerning the time points for which samples were uniquely harvested under stress treatments, the users can still use the previous time point in the control condition for gene differential expression analysis. The whole datasets were publicly deposited at NCBI SRA and we anticipate that our RNA-seq data would provide new insights into the molecular basis of waterlogging stress responses in plants.

## Data Availability

Codes that were used for the RNA-seq data processing are available at figshare^7^. Software and their versions were described in Methods.

How the deposited data were processed for this re-analysis (not part of the article)

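Gene expression was measured by RNA sequencing of roots from the waterlogging-tolerant genotype ZZM2541 (R2G) and the susceptible genotype Ezhi No. 2 (EG) in control, waterlogging and drainage. As the paper describes, the authors cleaned the reads, mapped them to the sesame genome v1.0 with STAR, counted unique matches per gene with featureCounts and deposited the values as TPM, which scales each sample to a fixed total after division by gene length. Read counts were not used here, and tests that need counts were not run. Because TPM holds no depth, no interval for counting error is given. All columns of the table matched a sample by name, and no pair of columns was identical.

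Conditions and replicate numbers were taken from the sample labels and the paper. The 0 h samples form a group of their own in the tests and are counted with the stress series, as in the paper, in the clustering. Replicate numbers pair samples only through the labels and the paper's blocking design, as a single plant was taken per pot and time point. Whether plants of different time points shared a pot is not stated.

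Tests used limma 3.58.1 in R 4.3.3 (lmFit, contrasts.fit and eBayes with a trend) on log2(TPM + 1), over 18178 genes with a mean TPM of at least 1. Averages over time points came from one model with the 65 conditions as groups, and so did EG against R2G at single time points. The other comparisons of 3 against 3 samples used those 6 samples only. The p-values were adjusted by the Benjamini-Hochberg method. Clustering, correlations and permutation tests were run in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. The t-SNE map was computed with scikit-learn 1.9.0 at a perplexity of 30, and figures were drawn with matplotlib 3.10.9.

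The tests were run on simulated data with the means and spread of the real genes and 200 changed genes each. For waterlogging against control, the interaction and the genotypes, 200 of 200 genes changed by 2 on the log2 scale were recovered, with 0 false calls among 18178 genes. For 3 samples against 3 and a change of 4, 200 were recovered with 14 false calls, and for time in the EG control and a change of 2, 197 with 16 false calls.

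The alternatives were a pseudocount of 0.1, no filter on low values, median-ratio scaling between samples, the replicate number as a block, each replicate left out, only the compared samples in the model or a spread shared by all samples, the dead plants added to drainage, and other distances, linkages and placements of 0 h in the clustering. The paper names no gene. As the reference table of genome v1.0 matched all 20271 gene identifiers but gives no descriptive names, the rule set before the data were examined was to name the 2 genes that rose and the 2 that fell most under waterlogging, among called genes that changed the same way in all 14 comparisons. Coordinates are those of that table, counted from 1.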

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

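The test without the 4 h time point was chosen only after the results were seen. So was the use of the fits that left out a replicate to test for a single replicate. Those fits themselves were set before the data were examined.

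The effect of waterlogging differed between EG and R2G for 184 genes by the interaction test in limma. Of 100 splits that exchanged EG and R2G within same-numbered pairs, 2 gave as many genes, the real one included, and the other one gave 198. In 31 splits without regard to replicate numbers only the real one did. A mislabelled genotype was tested with genes chosen in the control, and 0 waterlogged samples were placed with the other genotype. Median-ratio scaling kept 181 of the genes, or 98.4%, but it hardly moves the interaction, whose median went from -0.01 to 0.01 on the log2 scale, so a part of between-sample scaling could not be told apart by this test. Without replicate 1, 2 or 3, 106, 120 and 155 of the 184 genes were kept. The share of TPM in the 10 highest genes rose by 2.08 percentage points in EG and 1.84 in R2G under waterlogging, a difference of 0.245, too small for a few genes taking the TPM to account for it. Without the 4 h time point, where the genotypes differ most, 216 genes were called, 101 with the higher effect in EG and 115 in R2G, with 73.4% of the 184 among them. A faster course of the response in one genotype was examined by setting EG at each time point against R2G at the next. The mean squared difference was 1.66 times the unshifted one, but neighbouring time points appear to alternate, which would raise the shifted value in any case. The interaction may be a difference in time course or in the response itself or come in part from between-sample scaling, and these could not be told apart, nor could its direction be settled.

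Dead and surviving EG plants at 48 h, which the paper sampled but does not compare (the labels call the dead plants wilting), differed by 89 genes in limma (3 against 3 samples), 27 higher and 62 lower in dead plants. The real split was the 1 with as many genes among the 4 splits that part all same-numbered pairs, and also among all 10 splits, numbers too small for a share under 0.05. The count depends on the replicates used. In fits of 2 against 2 samples it was 2460 genes without replicate 1, and 0 without replicate 2 or 3, with 1294 and 1545 genes at an unadjusted p under 0.05. The count was thus higher than 89 only without replicate 1, but these fits also have fewer samples than the main one. With a spread shared by all samples it was 914 genes. With the replicate number as a block it was 0, with 2844 genes at an unadjusted p under 0.05, and the same-numbered samples had a mean correlation of deviations of -0.244. A difference between the plants may exist, but its extent and the part of single replicates in it could not be settled with these samples.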

How the results depend on the processing

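Results were recomputed 163 times under an alternative, of which 144 stayed on the same side of their threshold or within 1.5 times the count and 19 moved further. A reversal was scored only for the 4 named genes, and there were 0. The balance of directions behind a count was not scored. It turned for the interaction, from 111 higher in EG and 73 in R2G to 74 and 83 without replicate 2. Without the 4 h time point it was 101 and 115. For the genotypes in control it turned from 87 and 74 to 86 and 95 without replicate 3. Alternatives were set before the data were examined except where stated. Among the 20 results, 14 were unchanged in this sense under each alternative run for them, including the counts for waterlogging and drainage against control, the calls against the 3 baselines and the 4 named genes. This concerns counts, not which genes are called. Median-ratio scaling kept 2974 of the 4361 genes for waterlogging, with 961 rising in place of 407, and 1680 of the 3007 whose effects differ in drainage. The log2 fold changes of the named genes ranged from 3.39 to 3.81 for LOC105164801, from 3.16 to 3.81 for LOC105171585, from -6.31 to -5.46 for LOC105177883 and from -5.29 to -4.76 for LOC105156613.

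With a pseudocount of 0.1, the genes differing between EG and R2G rose to 304 during waterlogging and 255 in control, and the interaction to 367. Genes with an adjusted p under 0.05 in limma went from 8167 to 8485, from 4142 to 3790 and from 2424 to 2357. In control and for the interaction, fewer genes thus passed on p while more were called, which points to the threshold on fold change. Which genes crossed it was not examined. The replicate number as a block leaves the log2 fold changes averaged over time points as they are in this balanced design, so the unchanged counts of these results say little about pairing. The mean correlation of deviations of same-numbered samples was -0.019 between stress and control and 0.025 between genotypes, which shows no pairing of plants by number. Dead against surviving EG plants went to 0 genes with the block, 914 with a spread shared by all samples, and from 0 to 2460 across the 3 fits that each left out one replicate. The time effect in R2G control fell to 5626 genes without 0 h, an alternative chosen after seeing the data.

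The number of conditions in the cluster of the other treatment, 5 of 65, also moved. It was 22 to 32 across the 3 clusterings that each left out one replicate, 22 with average linkage, 22 with Euclidean distance between rows of the correlation matrix, 9 on log2(TPM + 1) and 9 with Spearman's correlation. With 195 single samples it was 66 of 195. It was 3 with 0 h counted as control and 10 of 63 with 0 h left out. With average linkage, or the Euclidean distance, one cluster held 2 conditions, those at 0 h. Without replicate 1, or without replicate 2, a cluster also held only 2 conditions, and with single samples only 6 of 195 samples. Such cuts do not part control from stress, so their counts do not measure mixing between them. The cause was not tested. No paired form of the clustering exists. The depth of each sample is not recorded in TPM, so its part in these changes is unknown.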

Differences from the paper's values

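The lowest correlation between conditions was 0.582 on mean TPM, against about 0.73 at the low end of the colour key in Fig. 3 of the paper, read by eye. Among the alternatives set before the data were examined, Spearman's correlation gave 0.729, within the SD of 0.0259 between the 9 pairs of single samples of the 2 conditions behind it. The gap was smaller but remained on log2(TPM + 1), at 0.671 with an SD of 0.0352. It also remained without the 10 highest genes (0.513), without 0 h (0.632), with 195 single samples (0.462) and with each replicate left out (0.535 to 0.616).

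In Fig. 3 the paper places R2G at 46 h, EG at 2 h and both genotypes at 0 h among the control conditions. In the clustering here, R2G at 46 h and both 0 h conditions were in that cluster as well, EG at 2 h was not, and R2G at 42 h and EG at 46 h were. The paper states that control and stress formed distinct groups, and here 5 of 65 conditions fell with the other treatment, or 3 with 0 h counted as control.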

Other observations

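The tests on 0 h, on the fall of most genes and on 4 h of waterlogging were chosen only after the results were seen.

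Other splits of the same samples were fitted for each gene count, exchanging same-numbered pairs. For time in control, the time points were instead shuffled among the samples of a replicate number. Of 100 splits or shuffles each, only 1, the real one, gave as many genes for waterlogging, drainage, their difference and time in either control. The same held for EG against R2G during waterlogging and in control. The highest count among the other splits was 781 for waterlogging, 688 for drainage and 24 for the genotypes during waterlogging. Free splits, 31 in number for these comparisons, gave at most 28, 301 and 1 genes in the same order. For time, shuffles within replicate numbers reached far more, with 5817 genes in EG control and 4038 in R2G control. Free shuffles of the time points reached 853 and 1 genes. For the 3 baselines, each comparison drew a split from the 4 that part all pairs, the real one among them. The totals drawn thus hold many real calls, so no conclusion is drawn from their size. Against the control of the same time point they reached 43446 calls (median 22740). Against 0 h they reached 63512 (median 36068), and against the previous control 43554 (median 20374). In every single comparison the real split gave the most calls among all 10 splits.

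Waterlogging time points appeared to alternate. Samples at 6, 10, 14, 18 and 22 h differed from those at 4, 8, 12, 16, 20 and 24 h by 639 genes in EG and 763 in R2G, of which 481 were shared in the same direction. Among 100 choices of 5 of these 11 time points, 7 gave as many genes in EG and 2 in R2G, the real one included, and the highest other counts were 1141 and 838. By the number of genes alone, the pattern in EG is thus not set apart from other choices of time points. Across genes, the differences in EG and R2G correlated at 0.918; genes are not independent replicates. On a score (the mean log2 value of 100 genes that rose minus that of 100 that fell at these time points, both chosen in the other genotype), EG was between -0.68 and 0.95 at 6, 10, 14, 18 and 22 h and between -3.33 and -2.00 at 8, 12, 16, 20 and 24 h. R2G was at -0.91 or above at the former and between -2.44 and -1.33 at 4, 8, 12, 16, 20 and 24 h. At 28 and 36 h, also without control samples, EG was at -1.51 and -1.60 and R2G at -0.12 and -0.73, and at 2 h EG was at -0.45 and R2G at -0.85. The control time points lay between -2.24 and -1.42 in EG, where they overlap the waterlogging scores at 20, 28, 32 and 36 h. In R2G they lay between -1.75 and -0.96, where they overlap those at 8, 16, 24 and 32 h. A batch that takes in all time points without control samples was tested in drainage, where 42 and 46 h were set against 40, 44 and 48 h. The correlation with the waterlogging difference was 0.351 in EG and 0.406 in R2G, below the 0.5 set for it but positive in both. That comparison called 120 genes in EG and 913 in R2G. On the score, EG was between -2.28 and -2.25 at 38, 42 and 46 h and between -3.28 and -2.58 at 40, 44 and 48 h. The dead EG plants at 48 h, not counted in these ranges, were between them at -2.41. R2G was at -1.38 and -1.35 at 42 and 46 h, between -2.38 and -1.86 at 40, 44 and 48 h, and at -1.91 at 38 h, which has no control samples. Gene length gave a Spearman correlation of -0.042 in EG and -0.0025 in R2G. A stronger or weaker form of the same response, taken from 32 h, gave correlations of -0.107 and -0.041. None of these explanations reached the level set for it. As the scores at 2, 28 and 36 h in R2G and at 2 h in EG are in the range of 6, 10, 14, 18 and 22 h of the same genotype, while EG at 28 and 36 h is below that range and EG at 4 h, which has control samples, is within it, the scores do not settle whether a batch of time points without control samples, in waterlogging and in drainage, is the cause. The labels give no batch.

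The genotypes differed most at 4 h of waterlogging, with 2671 genes. On the same score EG at 4 h was at 0.0079, within the range of 6, 10, 14, 18 and 22 h, while R2G at 4 h was at -1.89, with the time points that have control samples. The difference at 4 h may thus be part of the alternation. An exchange of samples between EG and R2G is not supported, since 0 waterlogged samples were placed with the other genotype. An exchange between time points within a genotype could not be told apart from a response that differs at 4 h.

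Control conditions 24 h apart were more correlated than those 12 h apart by 0.0541 in EG and 0.0323 in R2G on log2(TPM + 1), consistent with an effect of the time of day. No other explanation was tested.

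The 0 h samples differed from every control time point. In EG, 494 genes were called in the same direction against 0 h at all 10 control time points, and in R2G 1059, of which 382 were shared. If the time of day were the cause, 24 and 48 h would be closest to 0 h. Their mean correlation with 0 h minus that of the closest other control time point was -0.0065 in EG and -0.010 in R2G, but a mean set against the highest of 8 values leans to the negative. The same mean was 0.913 against a mean of 0.905 for the other time points in EG, and 0.895 against 0.884 in R2G. As the only cause, however, the time of day would leave few genes differing between 0 h and the control at 24 or 48 h. There, 2925 and 3193 genes were called in EG and 3104 and 3822 in R2G. These counts argue against the time of day as the only cause. Whether it has a part could not be told apart from other causes. A difference in handling at 0 h was not tested.

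Under waterlogging 90.7% of the called genes fell. With median-ratio scaling 72.8% fell. That scaling assumes that most genes do not change and centres the median, so how much of the imbalance comes from between-sample scaling could not be settled. The share of TPM in the 10 highest genes rose by 2.08 percentage points in EG and 1.84 in R2G, too little for a few genes to displace the rest.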
